A study of Mus musculus with 12 samples.

How the data were processed

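The samples were large peritoneal macrophages, the resident macrophages of the mouse peritoneal cavity that stain high for F4/80 and low for MHC class II. Per the labels, they were sorted from female wild-type (WT) mice and from mice lacking Tim4 (Tim4KO), either naive or 24 h after intraperitoneal injection of ID8 tumour cells that expressed ZsGreen and OVA. The injected mice were 8 weeks old. From challenged mice only ZsGreen-positive macrophages were taken, per the series' design text. The 4 groups are called WT naive, Tim4KO naive, WT ID8 and Tim4KO ID8 here, and each held 3 libraries, numbered as in the labels. RNA was extracted with the RNeasy micro kit and libraries were made with the SMART-Seq mRNA LP kit, which amplifies cDNA by PCR, per the labels' protocols.

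The values were raw counts of reads per Ensembl gene, deposited by the authors as 1 table of 57010 genes with 1 column per library. That they were raw was read from the values, which were whole numbers with a different total in each library. The aligner, the counting program, the genome build, the annotation release, and the handling of strand and of multi-mapping reads are not stated in the labels. Every column was matched to a library by its name, and 0 columns were left unmatched. Gene names came from GENCODE vM21, in which 52029 of the 57010 identifiers had a name. That reference was used for names, for exonic lengths, for overlapping exons and for which genes lie near each other. Because the authors' build is not stated, no coordinates are given.

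Total counts per library ran from 7358559 to 23170244. A count of 3, taken as the lowest level told from 0, corresponded to 0.129 to 0.408 counts scaled to a library total (CPM) depending on the library. The reads carry no molecular identifiers that were used, so such floors cover counting error only and not PCR duplication. Levels are given as CPM normalized by TMM factors (trimmed mean of M values), as mean ± SD over the 3 libraries of a group.

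Differences between groups were tested with edgeR 4.0.16 in R 4.3.3 on the deposited counts. Genes were kept by filterByExpr with its default minimum, which left 15943 genes. One quasi-likelihood model with a mean per group was fitted to all 12 libraries, with robust dispersion estimates and 8 residual degrees of freedom. F tests were run for 5 comparisons: Tim4KO against WT in naive cells, Tim4KO against WT in ID8 cells, ID8 against naive in WT, ID8 against naive in Tim4KO, and the interaction, which is the Tim4KO challenge response minus the WT challenge response. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 over the tested genes, with two-sided tests. Standard errors (SE) of log2 fold changes were computed as the absolute fold change divided by the square root of F.

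Genes named for a comparison followed a rule fixed in advance. Timd4 was reported in every library. Among called genes with a mean normalized count of at least 50, a symbol that is not a gene model and no overlap between the 3 libraries of each group, the 5 with the largest increase and the 5 with the largest decrease besides Timd4 were taken. For each called gene list, up to 3 members with the smallest p were eligible. Any other gene that is named was chosen after its values were seen. The design, the naming rule, the gene lists and most of the alternatives were fixed before the data were examined.

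The 11 gene lists, written from general knowledge, were tested in each comparison. They covered class I antigen processing, class II antigen presentation with costimulation, interferon response, inflammatory response, lysosome and acidification, actin cytoskeleton, glycolysis, oxidative phosphorylation, sterol synthesis, large peritoneal macrophage identity and the cell cycle. The test was camera from limma 3.58.1 with a preset correlation of 0.01 between genes, adjusted by Benjamini-Hochberg over the 55 tests. Camera with a correlation estimated for each list, and fry, a rotation test of limma, were run beside it. Further lists of marker genes (epithelial or tumour cells, B cells, T and NK cells, neutrophils, mast cells, small peritoneal macrophages with dendritic cells, Y chromosome genes, and Xist for X inactivation) were summed per library as CPM and not tested. No gene was in more than 1 of these lists. Further lists were added after the data were seen: clock genes that peak together with Dbp, clock genes of the opposite phase, glucocorticoid targets and heat shock genes. A one-sided Fisher's exact test compared the share of called genes within 10 Mb of Timd4 with that of all other tested genes.

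Reads in olfactory and vomeronasal receptor genes were used as a measure of background, since macrophages are not known to use them. Of 1736 such genes, the 1713 with a mean of at most 1 CPM were summed per library. This measure was chosen after the data were seen.

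The alternatives were DESeq2 size factors or upper-quartile scaling in edgeR, no filter on low counts, a mean count of at least 50, the Wald test of DESeq2 1.42.0, limma voom with sample quality weights, the replicate number as a block, a fit to only the 2 groups compared, each library left out in turn, and windows of 5 and 20 Mb around Timd4. A covariate for the background rate, gene lists under upper-quartile scaling, the replicate number as a block in WT libraries only, counts of genes without each library of the groups not compared, and fry without each library were added after the data were seen. Whether the numbers pair the libraries was checked by the correlation of same-numbered libraries in their deviations from the group means. All 3 pairs of WT naive with WT ID8 libraries were above 0.1 (0.103 to 0.423), and not all 3 were in any of the other 5 combinations of groups. The labels do not say that a number marks a shared day or batch.

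The tests were checked on simulated counts drawn from a negative binomial with the gene means, dispersions and library sizes of these libraries, with 190 changed genes among 15070 tested. At 3 libraries per group edgeR called 64.2% of the changed genes and 79.4% of those changed 4-fold, and 3.85% of its calls were unchanged genes. In a comparison without any change it called 0 genes. Voom called 58.4% of the changed genes, with 5% of its calls unchanged. DESeq2 called 67.4%, with 13.8% of its calls unchanged. Camera called the 1 list that had been shifted and 0 of 10 unchanged lists. So did camera with an estimated correlation and fry (adjusted p for the shifted list 0.00598 and 0.0012). When the real libraries were regrouped without regard to genotype, camera called a median of 7 lists in naive and 4 in ID8 cells. The 0 of 10 in simulated counts therefore does not carry over to camera calls in these libraries.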

Results

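The data comprised 12 RNA-seq libraries of large peritoneal macrophages, 3 from each of 4 groups that crossed genotype (WT or Tim4KO) with condition (naive or ID8). Tim4 is a scavenger receptor encoded by Timd4. ID8 is a mouse ovarian tumour line, used here in a form that expressed the fluorescent protein ZsGreen and ovalbumin, so that macrophages which had taken up tumour material fluoresced. The stated aim was to learn which transcriptional changes follow phagocytosis when Tim4 is present or missing. The genotype comparisons addressed this within naive and within challenged cells, the challenge comparisons within each genotype, and the interaction asked whether the challenge responses differed. All challenged cells had been selected for ZsGreen and no naive cells had, so the challenge comparisons measured challenge and uptake together. No group was injected without tumour cells, so any effect of the injection itself is part of them as well. The genotype comparison in challenged cells and the interaction cover only challenged cells that had taken up tumour material. A genotype difference in which cells took it up cannot be told there from a difference in their response.

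Library totals ranged from 7358559 counts in Tim4KO naive 2 to 23170244 counts in WT ID8 3. Between 21235 genes (WT ID8 3) and 40365 genes (Tim4KO naive 3) had at least 1 count. The 5 most abundant genes took 7.69% to 12.2% of the counts of a library, and TMM factors lay between 0.896 and 1.09. Libraries of the same group correlated with r of 0.967 to 0.994 across genes on the log2 scale. Their counts differed by more than sampling noise in every pair, with a chi-square per degree of freedom of 5.04 to 78.6. No library's counts were therefore a copy of another's. Sampling noise covers counting error only, so this does not tell separate animals from repeated preparations of the same RNA. The largest of these values belonged to the pairs of WT ID8 3 with WT ID8 1 (46.5) and with WT ID8 2 (78.6), while the other pairs stayed at or below 21.6.

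Background reads, measured in olfactory and vomeronasal receptor genes, amounted to 540 ± 287 CPM in WT naive, 357 ± 104 in Tim4KO naive, 109 ± 123 in WT ID8 and 224 ± 164 in Tim4KO ID8 (mean ± SD, n = 3 each). Single libraries ranged from 5.57 CPM in WT ID8 3 to 862 CPM in WT naive 1. The first principal component held 51.5% of the variance and separated the conditions, with scores of -72.5 to -31.1 in naive libraries and 7.07 to 105.6 in ID8 libraries. Genotypes were not separated on it. The challenged libraries with the least background, WT ID8 3, WT ID8 2 and Tim4KO ID8 1, had its highest scores.

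**Figure D1:**
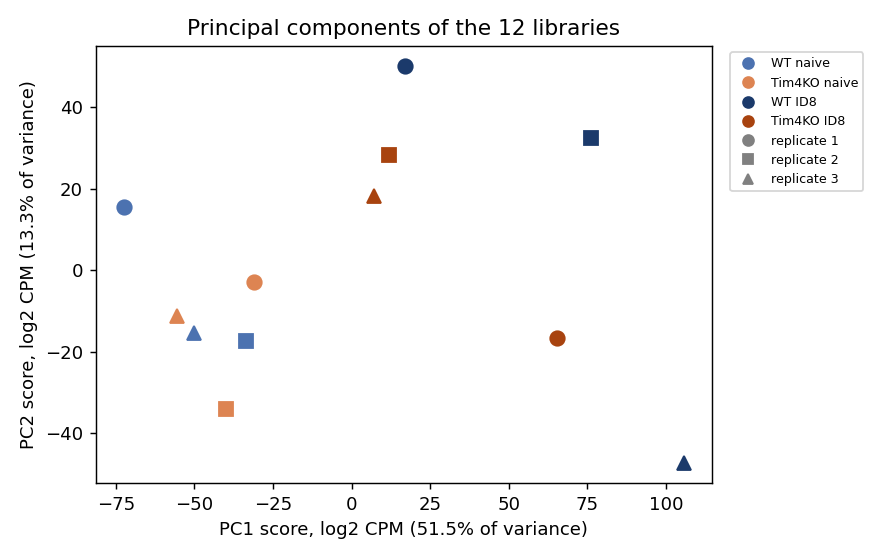
Scores of the 12 libraries on the first principal component (horizontal axis, 51.5% of the variance) and on the second (vertical axis, 13.3%), from log2 CPM, with colours for groups and symbols for replicate numbers. The 6 naive libraries lie at -31.1 or below on the horizontal axis and the 6 ID8 libraries at 7.07 or above, with WT ID8 3 farthest out.

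The targeted gene was examined first. Timd4 (ENSMUSG00000055546) reached 1320 ± 159 CPM in WT naive and 1150 ± 286 CPM in WT ID8, against 7.41 ± 0.262 CPM in Tim4KO naive and 1.72 ± 0.291 CPM in Tim4KO ID8 (mean ± SD, n = 3 each). The counts behind these levels were 10874, 19155 and 21320 in WT naive, 94, 55 and 128 in Tim4KO naive, 9685, 16898 and 19339 in WT ID8, and 25, 20 and 24 in Tim4KO ID8. The genotype difference was -7.47 on the log2 scale in naive cells (SE 0.22, edgeR adjusted p = 2.23e-11) and -9.40 in challenged cells (SE 0.25, edgeR adjusted p = 3.94e-12). Every library therefore carried the Timd4 level that its genotype label implies. Challenge left Timd4 within the replicate spread in WT cells (log2 change -0.19, SE 0.16, edgeR adjusted p = 0.357). Upper-quartile scaling moved that change to -0.44 with an edgeR adjusted p of 0.0346, while over all other settings, fits that left out 1 library included, the adjusted p lay between 0.0653 and 0.975, with a change of -0.01 without WT ID8 3. The remaining reads in Tim4KO cells fell with challenge (log2 change -2.13, SE 0.23, edgeR adjusted p = 3.8e-05). The interaction for Timd4 was -1.93 (SE 0.28, edgeR adjusted p = 0.0888), and without WT ID8 3 it was -2.10 with an edgeR adjusted p of 0.000114. Over the 12 fits that each left out 1 library this adjusted p ranged from 0.000114 to 0.826. It was called without a filter on low counts (edgeR adjusted p = 1.3e-10), by DESeq2 (adjusted p = 7.45e-06), by limma voom (adjusted p = 0.0324) and with the background covariate (edgeR adjusted p = 0.0103), and had an edgeR adjusted p of 0.0631 to 0.192 in the other settings with all libraries.

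**Figure D2:**
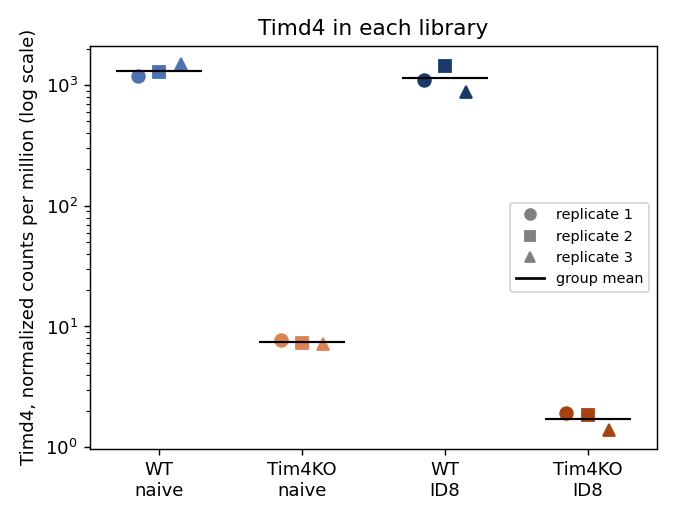
Timd4 level in each library in normalized CPM on a log scale, with symbols for replicate numbers and a line at each group mean. The 6 WT libraries lie between 882 and 1490 CPM, and the 6 Tim4KO libraries between 1.38 and 7.71 CPM.

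The question of what Tim4 changes in resting macrophages was addressed by the genotype comparison in naive cells. Of 15943 genes, edgeR called 7, of which 4 were higher and 3 lower in Tim4KO, while 999 genes had an unadjusted p under 0.05. Among the alternatives that kept all libraries, testing all genes without a filter on low counts moved this number most, to 59. Without any 1 of the WT naive libraries only Timd4 was called (1 gene in each of those fits), and without Tim4KO naive 1 the number was 10. Libraries of challenged cells enter this comparison through the shared dispersions, and leaving out WT ID8 3 gave 29 genes (4 of the 7 among them), WT ID8 2 gave 2, and Tim4KO ID8 1, 2 and 3 gave 3, 3 and 2. The clock gene Dbp (ENSMUSG00000059824) rose from 0.705 ± 0.151 to 22.4 ± 17 CPM (log2 change 4.93, SE 0.55, edgeR adjusted p = 0.00616). Its relative Tef (ENSMUSG00000022389) rose from 10.1 ± 0.841 to 64.7 ± 37.1 CPM (log2 change 2.67, SE 0.33, edgeR adjusted p = 0.0209). Rps3a2 (log2 change 1.94) and Map3k6 (1.05) were higher as well, and Vat1 (-2.64) and Cd5l (fell by 0.93, from 1140 ± 60.5 to 599 ± 18.3 CPM) were lower, with edgeR adjusted p from 0.0395 to 0.0428. When each of the 6 libraries was left out in turn, Dbp and Tef stayed called in 3 of the 6 fits, Rps3a2 in 2, Vat1 in 1, and Map3k6 and Cd5l in 0, with the direction kept throughout. The edgeR adjusted p of these genes then reached 0.164 for Dbp, 0.193 for Tef and Rps3a2, 0.474 for Map3k6, 0.389 for Vat1 and 0.226 for Cd5l. Over the 9 other settings Dbp and Cd5l stayed called in 8, Tef in 7, and Rps3a2, Map3k6 and Vat1 in 6, with a highest adjusted p of 0.089 for Cd5l to 0.296 for Tef, and the fit to only the 2 groups lost all of these but Cd5l. Rps3a2 has a near-identical copy, Rps3a1, which did not rise (log2 change -0.32), so how reads were divided between them is uncertain. Exons of Dbp, Tef and Vat1 overlap those of Sphk2, Gm17597 and Rnd2 on the opposite strand, and the authors' handling of strand is not stated.

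In challenged cells the genotype comparison called 9 genes, 1 higher and 8 lower in Tim4KO, and 1935 genes had an unadjusted p under 0.05. Dbp was again the gene that was higher (log2 change 4.39, SE 0.64, edgeR adjusted p = 0.0245), from 0.212 ± 0.118 to 5.02 ± 1.23 CPM. Besides Timd4, the genes that were lower by the naming rule were Ofcc1 (log2 change -1.93), Basp1 (-1.77, from 48.6 ± 10.6 to 14.3 ± 0.786 CPM), Lcn2 (-1.71, from 84 ± 34.2 to 25.6 ± 2.47 CPM), Bcl2a1a (-1.67) and Id1 (-1.61, from 34.1 ± 8.1 to 11.2 ± 2.63 CPM), with edgeR adjusted p from 0.0105 to 0.0203. The other called genes, Tdo2 (-2.22, edgeR adjusted p = 0.0233) and Hsp90aa1 (-1.38, edgeR adjusted p = 0.0159), were named after their values were seen. Bcl2a1a belongs to a family of near-identical genes, of which Bcl2a1b changed by -0.30 and Bcl2a1d by -1.14 without being called, so its level is uncertain. Of the 6 fits that each left out 1 ID8 library, Bcl2a1a stayed called in 4, Ofcc1 and Id1 in 3, Basp1 and Lcn2 in 2 and Dbp in 0, with edgeR adjusted p for Dbp from 0.054 to 0.159 and a highest value of 0.137 to 0.178 for the others. All of these genes kept their direction. Over the 9 other settings Basp1 and Bcl2a1a stayed called in 9, Dbp in all but limma voom (adjusted p = 0.324), and Ofcc1, Lcn2 and Id1 in all but the fit to only the 2 groups (edgeR adjusted p of 0.0924 to 0.19). Timd4 and Dbp were the 2 genes called in both genotype comparisons, and 12 of the 14 genes called in either had the same sign in both.

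The number of genotype calls in challenged cells depended on WT ID8 3 more than on any other library. Without it edgeR called 997 genes, 390 higher and 607 lower in Tim4KO, 8 of them among the 9 called with all libraries. The other fits gave 1 gene without Tim4KO ID8 1 or without Tim4KO ID8 3, 4 without WT ID8 2, 5 without Tim4KO ID8 2 and 23 without WT ID8 1, and of the naive libraries Tim4KO naive 1, 2 and 3 left out gave 29, 14 and 18. Over 957 of these genes with a mean count of at least 50, WT ID8 3 lay nearer the Tim4KO ID8 mean than the mean of WT ID8 1 and 2 for 88.7%. That library was singled out because its absence raised the number of calls and the genes were called in its absence, so this share describes the calls and does not test whether they follow genotype. Acod1, picked after its values were seen, is an example: 70.2 and 108 CPM in WT ID8 1 and 2, 16.7 CPM in WT ID8 3 and 14.9 ± 2.97 CPM in Tim4KO ID8. Hsp90aa1 stood at 609, 603 and 327 CPM in the WT ID8 libraries and at 197 ± 10.7 CPM in Tim4KO ID8. WT ID8 3 also held far more transcripts of the cell cycle list, 4671 CPM in sum against 835.5 to 1270 CPM in the other challenged libraries and 378.5 to 688.3 CPM in the naive ones.

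**Figure D3:**
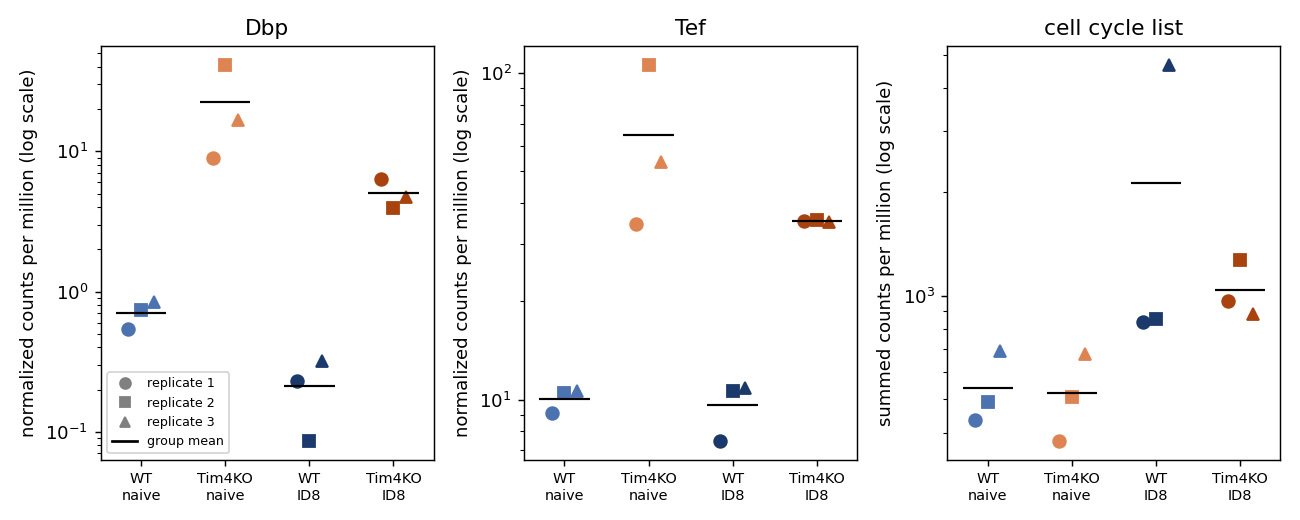
Levels of Dbp, of Tef and of the summed cell cycle list in each library, in normalized CPM on log scales, with symbols for replicate numbers and a line at each group mean. Dbp and Tef are higher in every Tim4KO library than in every WT library, and the cell cycle sum of 4671 CPM in WT ID8 3 lies above the other 11 libraries.

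In WT cells, challenge with uptake of tumour material changed many more genes than genotype did. Of the 15943 tested genes edgeR called 5067 (31.8%), 3105 higher and 1962 lower, and 7250 had an unadjusted p under 0.05. At least 2-fold changes were found for 2219 of the called genes, 962 higher and 1257 lower, and 3960 of them had a mean count of at least 50. Among the alternatives that kept all libraries of WT cells, a fit to only the 2 groups moved this number most, to 3102. Without WT naive 3 it was 3362, and without WT ID8 1 it was 7230. The direction of the calls depended on the scaling: 61.3% were higher with TMM and 33.9% with upper-quartile scaling, where the median log2 change of all genes was -0.28 instead of -0.04. Directions of single genes below are relative to TMM scaling. Saa1 (ENSMUSG00000074115) rose from 0.564 ± 0.207 to 337 ± 363 CPM (log2 change 9.13, SE 1.07, edgeR adjusted p = 0.000443). Timp1 (ENSMUSG00000001131) was at or below 3 counts in every WT naive library and reached 27.9 ± 23.5 CPM, at least 81.1-fold higher (44.9-fold without WT ID8 2). Stfa3 (log2 change 7.03, SE 0.39, edgeR adjusted p = 1.3e-07), Mall (6.05, SE 1.15, edgeR adjusted p = 0.00471) and Ctla2a (5.98, SE 0.90, edgeR adjusted p = 0.00101) followed. The SD of Saa1, Timp1, Mall and Ctla2a in WT ID8 was close to or above the mean, so their levels differed widely between these 3 libraries. Among the genes that fell, Cd209f was at or below 3 counts in every WT ID8 library and at 11.1 ± 7.56 CPM in WT naive, at least 32-fold lower (19.5-fold without WT naive 1). It was called in 8 of 10 other settings, and not by limma voom (adjusted p = 0.209) or with the background covariate (edgeR adjusted p = 0.0713). Retnla fell from 409 ± 167 to 34 ± 11.6 CPM (log2 change -3.60, SE 0.66, edgeR adjusted p = 0.0041). Cxcl12 (ENSMUSG00000061353) fell from 96.1 ± 18.9 to 9.44 ± 1.73 CPM (log2 change -3.37, SE 0.21, edgeR adjusted p = 2.11e-07), and Rbfox3 changed by -3.34. Slx1b (log2 change -3.91, edgeR adjusted p = 0.03) stayed called in 1 of 6 fits that each left out 1 library (-2.89 without WT naive 1, with edgeR adjusted p from 0.0092 to 0.101 over the 6), and its exons overlap those of Bola2 on the opposite strand. The other genes named here were called in all 6 such fits, in which Saa1 fell to 7.77 and Ctla2a to 4.72 without WT ID8 2, and Mall to 4.22 without WT ID8 3. Over the 10 other settings Mall was called in 8 (3.64 with the background covariate, with a highest edgeR adjusted p of 0.0532), Slx1b in 6 (highest adjusted p 0.253), and the remaining genes besides Cd209f in each.

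In Tim4KO cells 2642 genes (16.6%) were called between challenged and naive cells, 1836 higher and 806 lower, and 4769 had an unadjusted p under 0.05. Changes of at least 2-fold were found for 747 of them, 468 higher and 279 lower. Among the alternatives that kept all libraries, voom moved this number most, to 5082. Leaving out 1 library gave 1222 genes (without Tim4KO naive 2), 1484 (without Tim4KO naive 3), 1432, 1420 and 1666 (without Tim4KO ID8 1, 2 and 3) or 2845 (without Tim4KO naive 1), and of the WT libraries WT ID8 3 left out gave the most, 3595. With upper-quartile scaling 48.7% of the calls were higher, against 69.5% with TMM, and the median log2 change of all genes was -0.17 instead of -0.05. Saa1 (log2 change 7.71, SE 1.01, edgeR adjusted p = 0.00153), Timp1 (from 0, 0 and 5 counts in the Tim4KO naive libraries to 15 ± 3.6 CPM, with a fitted value of 6.76 that rests on those 5 counts and became 10.6 without Tim4KO naive 3), Stfa3 (5.33), Ctla2a (4.61) and Trem1 (4.32, from 1.49 ± 0.37 to 31.1 ± 3.74 CPM) rose most by the naming rule. Cxcl12 (log2 change -2.76, SE 0.20, edgeR adjusted p = 1.3e-06), Abca6 (-2.66), Susd1 (-2.55), Cd209a (-2.37) and Igf1 (-2.35, from 277 ± 56.7 to 54.3 ± 3.18 CPM) fell most. Abca6 stayed called in 1 of 6 fits that each left out 1 library (-2.19 without Tim4KO naive 2, with edgeR adjusted p from 0.0175 to 0.127 over the 6). Ctla2a stayed called in 5 of these 6 fits, with a highest edgeR adjusted p of 0.0521, and its exons overlap those of gene models. The remaining genes were called in each fit. Over the 9 other settings each of these genes stayed called except Abca6 without a filter on low counts (edgeR adjusted p = 0.122). Cd209a is also a marker of small peritoneal macrophages and dendritic cells.

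The challenge responses of the genotypes were then set side by side. Both comparisons called 2107 genes, each in the same direction in WT and Tim4KO. A further 2960 genes were called in WT only, of which 2774 (93.7%) had the same sign in Tim4KO, and 535 were called in Tim4KO only. Across the 10229 genes with a mean count of at least 50, which are not independent replicates, the responses correlated with a Pearson r of 0.769 and a Spearman rho of 0.765. The SD of the log2 changes was 0.72 in WT and 0.58 in Tim4KO, a ratio of 0.803 that ranged from 0.74 to 0.87 when single libraries were left out. Of the 2107 shared genes, 66.2% had the larger change in WT. Without Tim4KO naive 2 the shared number was 1126, and with each of Tim4KO naive 3, Tim4KO ID8 1 and Tim4KO ID8 2 left out it was 1273, 1280 and 1262.

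Whether the challenge responses differed was tested by the interaction. No gene passed (0 of 15943), 1186 genes had an unadjusted p under 0.05, and the smallest edgeR adjusted p was 0.0888, that of Timd4. A gene called in WT and not in Tim4KO is thus not shown to respond differently. The alternative without a filter on low counts called 73 genes. Without WT ID8 3 the interaction called 368 genes, 138 higher and 230 lower, and without Tim4KO naive 1 it called 3. Each of the other 10 libraries left out gave 0.

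**Figure D4:**
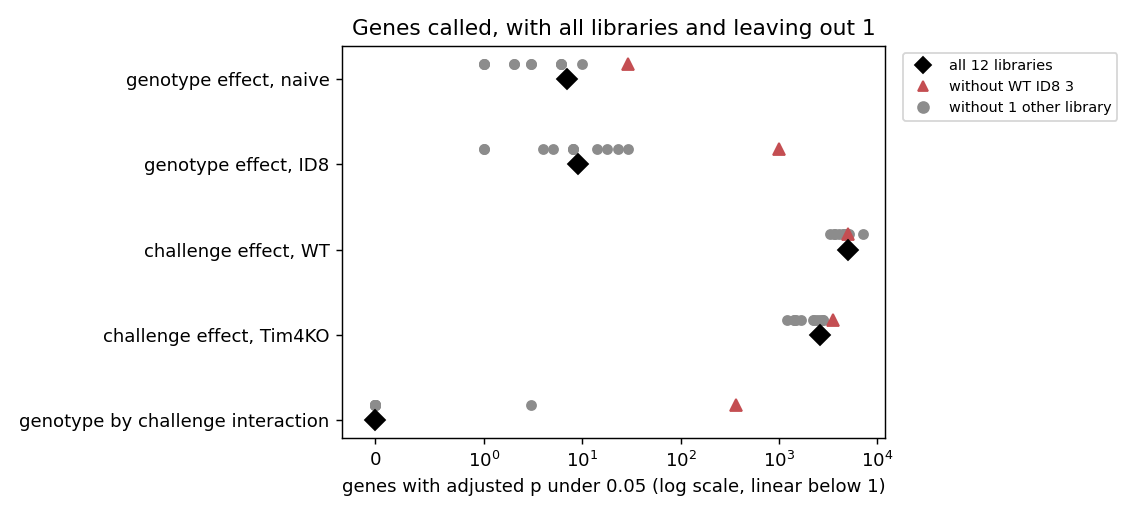
Number of genes with an edgeR adjusted p under 0.05 in each of the 5 comparisons (horizontal axis, log scale, linear below 1), with all 12 libraries (diamonds) and with each of the 12 left out in turn (circles, and triangles for WT ID8 3). Leaving out WT ID8 3 raises the genotype calls in ID8 cells from 9 to 997 and the interaction calls from 0 to 368.

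Gene lists were tested for shared shifts. Numbers of list genes called, here and below, are those of the main edgeR fit with all libraries unless another is named. Camera called 27 of 55 tests. With a correlation estimated for each list 0 of the 55 were called, and under fry 9 were, all of them among the 27 and all in the challenge comparisons: inflammatory response, lysosome, actin, glycolysis and oxidative phosphorylation in WT, and the last 4 of these in Tim4KO. When each library was left out in turn, fry called actin and glycolysis in 6 of 6 fits in both genotypes, oxidative phosphorylation in 4 of 6 in WT and 6 of 6 in Tim4KO, lysosome in 5 of 6 and 6 of 6, and the inflammatory list of WT in 1 of 6, without WT ID8 3. A further 7 list tests were called by fry in 1 such fit each. The 27 called lists kept their sign and their camera call with DESeq2 size factors and with upper-quartile scaling. Camera sets a list against the other genes, so a shift of all genes by scaling could hardly remove its calls. Fry was run with TMM scaling only, so how far its calls depend on scaling was not tested.

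With challenge, the glycolysis list rose by a mean log2 change of 1.26 in WT (camera adjusted p = 8.33e-24, 16 of 17 genes higher) and 1.11 in Tim4KO (camera adjusted p = 8.98e-30, 16 of 17 higher). Of its genes 17 were called in WT both over all genes and when adjusted over the list alone, and in Tim4KO 15 over all genes and 16 adjusted over the list alone. Pgk1, for example, rose from 70.2 ± 9.82 to 325 ± 48.8 CPM in WT and from 61.8 ± 8.78 to 245 ± 22.2 CPM in Tim4KO. Oxidative phosphorylation rose by 0.47 in WT and 0.62 in Tim4KO, with 18 and 15 genes called over all genes and 19 and 18 adjusted over the list alone (camera adjusted p = 3.9e-05 and 1.24e-11). The actin list rose by 0.57 and 0.53, with 16 and 15 genes called over all genes and 16 and 21 adjusted over the list alone (camera adjusted p = 1.29e-06 and 9.17e-09). Lysosomal genes rose by a mean of 0.33 and 0.36, with 15 and 12 called over all genes and 15 and 18 adjusted over the list alone (camera adjusted p = 0.000886 and 7.51e-06), although Hexa fell from 591 ± 25.1 to 224 ± 41.5 CPM in WT. Class I antigen processing rose by 0.48 and 0.42, with 9 and 5 genes called over all genes and 10 and 8 adjusted over the list alone (camera adjusted p = 0.00216 and 0.000392). Without Tim4KO naive 1 the rise in Tim4KO was 0.66. The class I member Calr rose from 488 ± 40.6 to 1130 ± 214 CPM in WT and from 367 ± 61.6 to 1020 ± 69.8 CPM in Tim4KO. The size of these rises depended on scaling. Under upper-quartile scaling the lysosome, class I, oxidative phosphorylation and actin lists rose by 0.08, 0.23, 0.23 and 0.33 in WT. In Tim4KO they rose by 0.24, 0.30, 0.50 and 0.42.

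Some lists passed the threshold with challenge in 1 genotype. In WT the interferon list rose by 1.40 (camera adjusted p = 1.69e-06, 23 of 23 genes higher), with 17 genes called over all genes and 18 adjusted over the list alone. The inflammatory list rose by 1.61 (camera adjusted p = 0.000286, 15 of 19 higher), with 15 genes called either way. In Tim4KO these lists changed by 0.22 (camera adjusted p = 0.411) and 0.65 (camera adjusted p = 0.108), with 2 and 5 genes called either way. Both depended on single libraries: without Tim4KO naive 1 the interferon change in Tim4KO was 0.85 (camera adjusted p = 5.79e-07), without Tim4KO naive 3 it was -0.03, and the inflammatory change was called in 3 of 6 fits that each left out 1 library (0.95 without Tim4KO naive 3). Sterol synthesis rose by 0.48 in Tim4KO (camera adjusted p = 0.00299, 2 genes called either way; 0.86 without Tim4KO naive 1) and by 0.14 in WT (camera adjusted p = 0.569), where upper-quartile scaling reversed it to -0.11. Cell cycle genes rose by 2.07 in WT (camera adjusted p = 0.000127, 8 genes called either way), but without WT ID8 3 the mean was -0.54 (camera adjusted p = 0.961). Its members Mcm2, Mcm3 and Mcm4 still rose without that library, by 1.92, 1.66 and 1.34 (edgeR adjusted p of 2.21e-08 to 1.57e-07), and were called in all 6 fits. In Tim4KO the cell cycle list had a mean change of -0.15 with 6 genes called either way (0.18 without Tim4KO naive 3, called by camera in 4 of 6 fits), although camera ranked its genes upward (adjusted p = 0.0546), and it was called with DESeq2 size factors (adjusted p = 0.0373) and with upper-quartile scaling (0.0135). Whether these changes differed between the genotypes was tested by the interaction. Class II with costimulation changed by -0.64 in WT and -0.33 in Tim4KO, and macrophage identity by -0.06 and -0.09, and neither list was called. Over all genes, 4 and 2 of the 12 class II genes were called. Of the 20 macrophage identity genes, 8 were called in WT and 7 in Tim4KO. The identity genes moved in both directions, 9 higher and 11 lower in WT and 8 higher and 12 lower in Tim4KO. Their mean near 0 therefore does not show that single identity genes stayed unchanged. Without 1 library, camera called class II in 3 of 6 fits in WT (-1.04 without WT ID8 3, -0.30 without WT naive 1). In Tim4KO it called class II in 1 of 6 (-0.43 without Tim4KO naive 3, -0.16 without Tim4KO naive 1). Camera called macrophage identity in 0 of 6 in each genotype. Fry called macrophage identity in 1 of 6 in WT (adjusted p of limma fry 0.045 without WT naive 1).

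Between genotypes in naive cells, camera called the interferon list as higher in Tim4KO (mean log2 change 0.59, adjusted p = 7.65e-07, 22 of 23 genes higher). In the main edgeR fit 0 of its genes were called over all genes and 1 was adjusted over the list alone. Its member Oas2 was called in 2 of 9 other settings and in 0 of 6 fits without 1 library. The camera call of the list rested on Tim4KO naive 1, without which the mean was -0.01 (camera adjusted p = 0.79). Oxidative phosphorylation was lower by a mean of -0.21 (camera adjusted p = 6.34e-06, 21 of 22 genes lower) and stayed called in all 6 fits that left out 1 library, with -0.12 without Tim4KO naive 3, -0.14 without Tim4KO naive 2 and -0.36 without Tim4KO naive 1. The lysosome list was lower by a mean of -0.09 (camera adjusted p = 0.0212) and stayed called in 2 of those 6, with -0.06 and an adjusted p of 0.207 without WT naive 3. No gene of either list was called, over all genes or adjusted over the list alone. Of the lists not called with all libraries, fits without 1 library called sterol synthesis in 4 of 6 (-0.29 without Tim4KO naive 1, 0.24 without WT naive 1), class I in 2 (-0.18 without Tim4KO naive 1, 0.17 without Tim4KO naive 3), class II in 2 (0.43 without WT naive 1), glycolysis in 1 (-0.11 without Tim4KO naive 1) and macrophage identity in 1 (0.13 without WT naive 2).

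In challenged cells 6 lists were called between genotypes. The inflammatory list was lower in Tim4KO by a mean of -1.02 (camera adjusted p = 9.17e-09, 17 of 19 genes lower), with 0 genes called over all genes and 5 adjusted over the list alone. Among its genes, Il6 stood at 26.5 ± 8.35 CPM in WT ID8 and 9.48 ± 1.73 CPM in Tim4KO ID8, and Ccl4 at 12 ± 2.37 and 3.85 ± 0.711 CPM. Without WT ID8 2 the list's mean was -0.58 (camera adjusted p = 2.01e-05), and without WT ID8 3 it was -1.27 and also called by fry (adjusted p of limma fry 0.0118, and 0.0118 to 0.358 over the 6 fits). The interferon list was lower by -0.59 (camera adjusted p = 4.77e-06, 22 of 23 lower, 0 genes called either way), and by -0.32 without WT ID8 2. Sterol synthesis was higher by 0.41 (camera adjusted p = 5.94e-05, 18 of 18 higher), with 0 genes called over all genes and 3 adjusted over the list alone. Class II with costimulation was higher by 0.41 (camera adjusted p = 0.00909, 11 of 12 higher), which became 0.20 with an adjusted p of 0.375 without WT ID8 1, 0.42 with an adjusted p of 0.0593 without Tim4KO ID8 1 and 0.85 with an adjusted p of 3.33e-06 without WT ID8 3. The cells are described as low in MHC class II staining, so cells that raised it may be missing, which limits every class II result here. Glycolysis was lower by -0.18 (camera adjusted p = 0.00253), by -0.10 without WT ID8 2 and by -0.30 without WT ID8 1. The cell cycle list was lower by -2.17 (camera adjusted p = 2.61e-06, 28 of 28 lower) and reversed to 0.46 without WT ID8 3 (camera adjusted p = 0.000184). In the main edgeR fit, class II, glycolysis and cell cycle genes were called 0 times, over all genes or adjusted over the list alone. In fits without 1 library, H2-DMa and H2-DMb1 of the class II list were each called in 1 of 6. Over the 9 other settings H2-DMa, and Pcna and Ccnb2 of the cell cycle list, were each called in 1. Class I antigen processing was not called between genotypes, with means of 0.04 in naive and -0.03 in challenged cells (camera adjusted p = 0.842 and 0.666), whose signs turned under upper-quartile scaling to -0.02 and 0.06. Macrophage identity was not called either, at 0.05 and 0.02 (camera adjusted p = 0.411 and 0.488). The absence of a call does not show that these lists were equal. The actin list differed by -0.01 and -0.05 (camera adjusted p = 0.815 and 0.411), the latter turning to 0.03 under upper-quartile scaling. The lysosome and oxidative phosphorylation lists differed by -0.0632 and -0.0609 in challenged cells (camera adjusted p = 0.126 and 0.226). Upper-quartile scaling turned them to 0.015 and 0.0155. Without WT ID8 1 the lysosome (-0.18), actin (-0.15) and oxidative phosphorylation (-0.15) lists were called as lower, in 2, 1 and 1 of the 6 fits.

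**Figure D5:**
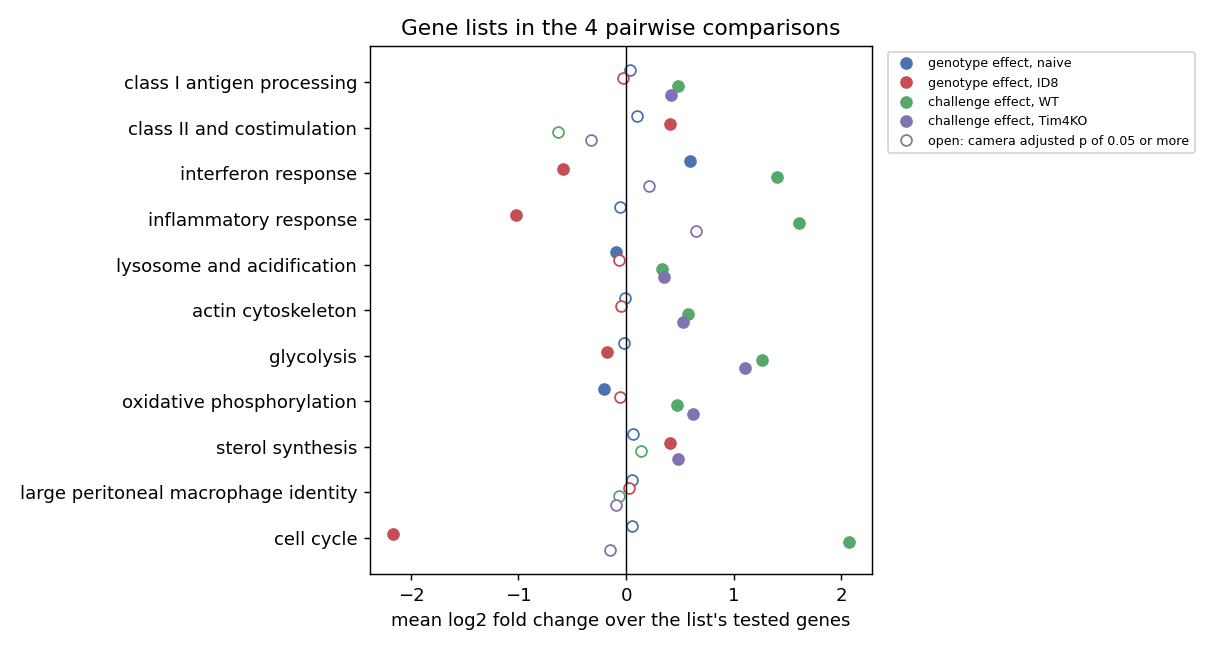
Mean log2 fold change over the tested genes of each of 11 lists (horizontal axis) in the 4 pairwise comparisons (colours), with filled circles where the camera adjusted p was under 0.05. The interferon and inflammatory lists are higher with challenge in WT (1.40 and 1.61) and lower in Tim4KO than WT among challenged cells (-0.59 and -1.02), and the cell cycle values of 2.07 and -2.17 rest on WT ID8 3.

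For the interaction camera called 4 lists. The challenge response of Tim4KO was lower than that of WT in the interferon list (mean difference -1.18, adjusted p = 1.97e-13, 23 of 23 genes lower), in the inflammatory list (-0.96, adjusted p = 2.19e-05, 19 of 19 lower) and in the cell cycle list (-2.23, adjusted p = 5.77e-05). It was higher in sterol synthesis (0.34, adjusted p = 0.00461, 16 of 18 higher). Over all genes 0 members were called, and adjusted over the list alone 1 was, in the interferon list. Without Tim4KO naive 1 the interferon difference was -0.59, and without WT ID8 2 the inflammatory difference was -0.58, both still called. The sterol difference was called in 7 of 12 fits that each left out 1 library, and was 0.16 without WT naive 1 (camera adjusted p = 0.143, from 2.13e-08 to 0.227 over the 12) and 0.69 without Tim4KO naive 1, and the cell cycle difference reversed to 0.40 without WT ID8 3. Class I antigen processing (-0.06), class II (0.31), lysosome (0.03), actin (-0.04), glycolysis (-0.16), oxidative phosphorylation (0.15) and macrophage identity (-0.03) were not called. In the 12 fits without 1 library, glycolysis was called in 7 (-0.29 without WT ID8 1), oxidative phosphorylation in 3 (0.28 without Tim4KO naive 1), class II in 1 (0.73 without WT ID8 3, adjusted p = 0.00136, against -0.02 without WT naive 1), class I in 1 (-0.21 without Tim4KO naive 3, 0.14 without Tim4KO naive 1), actin in 1 (-0.15 without WT ID8 1), and lysosome and macrophage identity in 0. Upper-quartile scaling moved the median interaction of all genes to 0.13, turned class I to 0.07, actin to 0.09 and macrophage identity to 0.09, and made oxidative phosphorylation a call (0.28, adjusted p = 0.00302).

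Genes near Timd4 were compared between genotypes because a targeted allele can bring flanking DNA of another strain. Of 122 tested genes within 10 Mb of Timd4, 0 were called in naive and 0 in challenged cells, against 6 and 8 of 15820 other genes (one-sided Fisher's exact test p = 1 in both). With so few calls, an even spread would also leave 0 near Timd4, so this comparison of shares decides nothing. It shows only that no called gene besides Timd4 lay in the window. At an unadjusted p under 0.05 the numbers near Timd4 were 7 (5.74%, against 6.26% of the other genes) and 17 (13.9%, against 12.1%). Without WT ID8 3, 6 of 128 genes near Timd4 (4.69%) were called in challenged cells, against 990 of 17245 others (5.74%, one-sided Fisher's exact test p = 0.749).

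Marker genes of other cells were summed per library. Epithelial or tumour cell markers came to 15.3 ± 11.5 CPM in WT naive, 10.2 ± 1.86 in Tim4KO naive, 3.79 ± 2.32 in WT ID8 and 5.4 ± 2.94 in Tim4KO ID8 (mean ± SD, n = 3 each), with Krt7 the most abundant at a mean of 2.3 CPM. Group means were 6.33 to 21.9 CPM for B cells, 7.15 to 10.4 for T and NK cells, 106 to 257 for neutrophils, 87.7 to 129 for mast cells and 91.7 to 117 for small peritoneal macrophages with dendritic cells. Of these lists 5 of 13, 8 of 12, 6 of 11, 7 of 11, 7 of 9 and 12 of 12 genes passed the filter on counts, which does not tell expression from background reads. Y chromosome genes held 0 to 0.975 CPM per library, 13 counts in all libraries, and Xist had group means of 120 to 182 CPM.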

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

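In this part the splits, the background covariate and fry without each library were chosen after the results were seen. The fits that each left out 1 library were among the alternatives fixed in advance. Their use here to test single libraries was chosen after the results were seen. What brings the lists here is that the challenge response differed between Tim4KO and WT cells by a test of the difference itself, the camera test of the interaction. The mean difference was -1.18 for the interferon response list, -0.963 for the inflammatory response list, 0.344 for sterol synthesis and -2.23 for the cell cycle list. None of the 4 was called with a correlation estimated from the data (adjusted p 0.578 to 0.72) or under fry (0.298 to 0.713). Fry also called none in the 12 fits that each left out 1 library (0 of 12), with the lowest adjusted p for the inflammatory list without WT ID8 3 (0.0541, mean difference -1.23).

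The interferon difference stayed called in all 12 fits that each left out 1 library. It was -0.59 without Tim4KO naive 1, so about as much was removed as was left, and that library carried the higher interferon list of naive Tim4KO cells. Of 100 splits of genotype within condition, the real one included, 9 gave a mean difference as large. A single library is therefore not the whole of the difference, but a grouping without meaning can give one of this size. With the background rate as a covariate the difference was -1.34. A difference that depends on Tim4 stays open and was not tested beyond this.

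The inflammatory difference also stayed called in all 12 fits, and was -0.581 without WT ID8 2. Of the 100 splits, 23 gave a mean difference as large, so the real grouping does not stand out. The difference was -1.29 with the background covariate, which argues against the background rate as its source. An effect of Tim4 on the inflammatory response to tumour cells stays open, as does variation between animals.

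The sterol difference kept its sign in all 12 fits and was called in 7. It was 0.163 without WT naive 1 and not called, it was 0.692 without Tim4KO naive 1 (camera adjusted p = 2.13e-08), and 44 of the 100 splits gave one as large. How much of it rests on 1 library stays open, and a grouping without meaning can give one of this size. No biological explanation was tested for it.

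The cell cycle difference came from WT ID8 3. Without that library it was 0.398, of the opposite sign, and 70 of the 100 splits gave one as large. It is therefore not read as an effect of genotype.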

How the results depend on the processing

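The alternatives were fixed in advance, with these exceptions. The background covariate, the gene lists under upper-quartile scaling and the block within WT were added after the data were seen. So were the fits without a library of the groups not compared, and fry without each library. Gene counts without 1 library are ranges over 12 fits, those without a library of the other groups included, and the other ranges cover the libraries of the comparison. Where a count moved, the cause was not tested unless it is given. DESeq2 size factors, upper-quartile scaling and a mean count of at least 50 left each of the 5 gene counts within 1.5 times its value. The direction of the challenge calls moved with scaling, by its construction: in WT 61.3% of calls were higher with TMM, 55.2% with DESeq2 size factors and 33.9% with upper-quartile scaling, and in Tim4KO 69.5%, 60.5% and 48.7%.

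For the genotype effect in naive cells (7 genes), no filter on low counts gave 59, the DESeq2 Wald test 52, limma voom 22 and a fit to only the 2 groups 2, and fits without 1 library gave 1 to 29. For the genotype effect in ID8 cells (9 genes) the numbers were 264 without a filter, 265 with DESeq2, 634 with voom, 179 with the background covariate and 1 to 997 without 1 library. For the interaction (0 genes, 1186 at an unadjusted p under 0.05) they were 73 without a filter, 11 with DESeq2, 4 with voom, 2 with the background covariate and 0 to 368 without 1 library. The challenge effect in WT (5067 genes) was 3102 in a fit to only the 2 groups, which has fewer libraries to estimate dispersion, and 3362 to 7230 without 1 library. The challenge effect in Tim4KO (2642 genes) was 5082 with voom and 1222 to 3595 without 1 library. In the simulated counts DESeq2 made more wrong calls than edgeR, 13.8% against 3.85%.

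Near Timd4 no gene was called in naive cells under any setting (0 to 0 without 1 library, 7 at an unadjusted p under 0.05 with all). In ID8 cells the 0 became 2 without a filter, 4 with DESeq2, 6 with voom, 1 with the background covariate and 0 to 6 without 1 library. Windows of 5 and 20 Mb gave 0 in both.

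With the replicate number as a block (replicate block) the counts were 3 and 14 genes for the genotype effect in naive and ID8 cells, 4619 and 2562 for the challenge effects and 0 for the interaction. Over all groups the numbers do not pair the samples: of 18 pairs of libraries with the same number, 5 correlated above 0.1, with a median of -0.0142 against 0.00264 for other pairs. All 3 pairs of WT naive with WT ID8 were among those 5, so the number was also used as a block in WT libraries only. This replicate block within WT gave 5932 genes for the WT challenge effect and 0 for the interaction, and changed no call of the 48 values of named genes and 12 of called lists in these comparisons.

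Camera called 3, 6, 8, 6 and 4 lists in the naive genotype, ID8 genotype, WT challenge, Tim4KO challenge and interaction comparisons. An estimated correlation gave 0, 0, 0, 0 and 0, and fry gave 0, 0, 5, 4 and 0. Without a filter 10 lists were called in the ID8 genotype comparison. Fits without 1 library gave 2 to 5, 6 to 8, 8 to 9, 7 to 9 and 4 to 6.

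Directions reversed in these cases. The naive interferon list was -0.0136 without Tim4KO naive 1, against 0.592, and up to 0.853 in the other fits without 1 library. Without WT ID8 3 the cell cycle list was 0.464 for the ID8 genotype effect (-2.66 at the other end of the range), -0.54 for the WT challenge effect (2.59 at the other end) and 0.398 for the interaction (-2.73 at the other end). Ccnb1, a member of that list, was 0.0618 in the ID8 genotype effect without WT ID8 3, against -3.89, and -4.50 at the other end. These cell cycle reversals follow from that library alone having high cell cycle transcripts. With the background covariate the list was 0.0563, -0.978 and 0.207 in the same comparisons, and WT ID8 3 is also the library with the least background.

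Over all settings, 134 of 1877 values of named genes changed their call or direction (86 weaker, 47 stronger, 1 reversed), and 73 of 441 values of called lists did (66 weaker, 7 reversed), of which 27 fell to the estimated correlation and 18 to fry. The correlation of the challenge responses stayed between 0.719 and 0.815, and the ratio of their sizes between 0.739 and 0.87. The median SE of a log2 change was 0.17 for genes with a mean count of at least 50, and 0.24 for the interaction, and how much of it comes from depth was not tested. Depth limits which genes could be tested: 13192 passed the filter after every library was thinned to the smallest total, against 15943.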

Other observations

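The splits for gene counts, the genes near Timd4, the epithelial markers and the thinning of counts were planned, and the other tests in this part were chosen after the results were seen.

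Splits of the 6 libraries of a comparison into 3 and 3 number 10, so their share cannot fall under 0.1 and decides nothing by itself. As many genes were called in 1 of the 10 splits for the naive genotype effect (the real one, with 1 gene at most in the others), in 1 of 10 for each challenge effect, and in 2 of 10 for the ID8 genotype effect. For the WT challenge effect all 3 same-numbered pairs of libraries correlated above 0.1, although the labels do not say that the numbers mark pairs. Of its splits, 4 part every same-numbered pair, and the 3 besides the real one called 0 genes, with 400 to 1081 at an unadjusted p under 0.05. The other 6 called 1 gene at most. The other split for the ID8 genotype effect, of WT ID8 1, Tim4KO ID8 2 and 3 against the remaining libraries, called 380 genes and parts the libraries with more background reads from those with fewer. With the background rate as a covariate the real ID8 split called 179 genes. For the interaction, which called 0 genes, 100 of 100 splits gave as many, and 25 of 100 gave as many genes at an unadjusted p under 0.05. As many lists were called in 10, 4, 3 and 6 of 10 splits for the naive genotype, ID8 genotype, WT challenge and Tim4KO challenge effects, and in 83 of 100 for the interaction. A count of called lists therefore does not set the real groups apart.

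Fewer counts in some libraries do not give the challenge calls: after thinning every library to 7358559 counts, 3864 of the 4310 WT calls were among the original ones, each in the same direction, and 2322 of 2668 in Tim4KO.

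Flanking DNA of another strain next to the targeted allele would place genotype calls near Timd4. Without WT ID8 3, the fit with the most genotype calls, 6 of 128 genes near Timd4 were called against 990 of 17245 others (one-sided Fisher's exact test p = 0.749). With all libraries 0 of 122 were, with 17 at an unadjusted p under 0.05, but the calls there were too few to compare shares.

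RNA of engulfed or co-sorted tumour cells would raise epithelial markers in challenged cells. They came to 3.79 CPM in WT ID8 and 5.4 CPM in Tim4KO ID8, below the 15.3 and 10.2 CPM of naive cells, with Krt7 highest at 2.3 CPM. Naive libraries held more background reads, so the decrease is not read as biology. A share of tumour RNA too small to move these sums, or tumour cells with few of these markers, stays open.

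WT ID8 3 had high cell cycle transcripts, with Mki67 at 380 CPM against 11.3 to 23.1 in the other ID8 libraries and Top2a at 405 against 20.4 to 40.4. Co-sorted tumour cells would bring epithelial markers, which were at 1.78 CPM there and 2.08 to 7.66 in the others. Co-sorted lymphocytes would bring theirs, which summed to 13 CPM, with B cells at 4.93 (3.69 to 10.4 in the others) and T and NK cells at 8.03 (5.59 to 13.1). Mast cell markers (148 against 80 to 124 CPM) and those of small peritoneal macrophages with dendritic cells (132 against 64 to 100 CPM) were above the other ID8 libraries, and neutrophil markers (80.5 against 114 to 125 CPM) below. Of the macrophage genes looked at, Adgre1 (4010 CPM), Gata6 (168 CPM), Icam2 (1230 CPM) and Prg4 (2360 CPM) were within the others' range, Lyz2 (15000 against 10700 to 14700 CPM) was above it and Cxcl13 (822 against 1740 to 3220 CPM) below. Dividing macrophages in that mouse may be the source, which is untested.

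Dbp and Tef are clock-controlled genes. If the genotypes had been collected at different hours, other genes that peak with Dbp would be higher in Tim4KO and genes of the opposite phase lower. Without Dbp, Tef, Per1 and Per3 the first list was higher by 1.34 in naive and 1.22 in ID8 cells (unadjusted p of camera 5.59e-08 and 3.96e-05, of limma fry 0.00198 and 0.0019), and the opposite-phase list was lower by a mean of -0.567 and -0.724 (0.00458 and 0.00821 by camera, 0.0601 and 0.0635 by limma fry). Without WT ID8 3 the opposite-phase list was lower by -0.553 in naive and -1.03 in ID8 cells (unadjusted p of limma fry 0.000624 and 7.33e-05). In that fit the first list was higher by 1.35 and 1.32 (0.00226 and 0.00281 by limma fry). In ID8 cells 4 of its genes were then higher and 2 lower, with a median of 0.61 against 1.07 with all libraries. The means of both lists moved as different collection hours predict. An effect of genotype on the clock predicts the same and stays open, and the labels give no hour. Depth does not explain the size of the Dbp difference, which in thinned counts was 5.13 in naive and 4.10 in ID8 cells. In those counts Dbp stayed called in naive cells (edgeR adjusted p = 0.0173) and not in ID8 cells (edgeR adjusted p = 0.0882). More glucocorticoid from handling could raise clock genes too, and stays open. Its targets had a mean of 0.334 in naive cells with a median of 0.187, 7 higher and 4 lower (unadjusted p of camera 0.021 and of limma fry 0.283), and of 0.29 in ID8 cells with a median of -0.0012, 5 higher and 6 lower (0.142 and 0.336). Its target Fkbp5 differed by 2.24 in naive and -0.48 in ID8 cells.

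The lower Hsp90aa1 in challenged Tim4KO cells may be part of a lower heat shock response. The 15 other heat shock genes had a mean of -0.201 with 11 lower (unadjusted p of camera 0.00811, of limma fry 0.289), and of -0.333 with 10 lower without WT ID8 3 (2.57e-05 and 0.0492). In naive cells they had a mean of 0.167 (0.0172 and 0.389), and the interaction was -0.368 (0.000148 and 0.197). Without WT ID8 3 the interaction was -0.506 (unadjusted p of camera 1.73e-07, of limma fry 0.0409). Since limma fry does not pass with all libraries, variation between animals stays open as the source.

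Reads in receptor genes that macrophages do not use rose with the exonic length of the gene, with a Spearman rho across genes of 0.291 to 0.711 in 11 libraries and 0.109 in WT ID8 3, which had the fewest. Genes are not independent replicates here. This is consistent with reads from genomic DNA or another source spread over the genome. With the background rate as a covariate 3417 genes were called between WT ID8 and WT naive, 2880 of them among the 5067 (56.8%). Of the 3960 calls with a mean count of at least 50, 2643 (66.7%) were also called with the covariate and 3958 kept their sign. The background rate as fitted does not account for those 2643 calls, and the source of the others stays open. Of the 3960, 2947 were higher with challenge relative to TMM scaling, but that direction depends on scaling and does not decide the source. Of the 1107 calls with a mean count under 50, 237 (21.4%) were also called, and 949 (85.7%) were lower against 158 higher. These are consistent with lower background reads in challenged WT libraries. A real decrease of weakly expressed genes stays open, since the background is confounded with condition.

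Timd4 reads remained in Tim4KO libraries, at 0.563% of the WT level in naive and 0.15% in ID8 cells. Background reads would give equal levels at equal background, but Tim4KO ID8 2, with a background of 352.7 CPM, had 1.85 CPM of Timd4 while the naive Tim4KO libraries, with 264.3 to 470 CPM, had 7.21 to 7.71. Reads carried over from WT libraries of the same run could give such levels and cannot be told apart from transcripts of the targeted allele, as the labels do not give the runs.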
